A study of Mus musculus with 6 samples. Its data were reported in "Androgens regulate ovarian gene expression by balancing Ezh2-Jmjd3 mediated H3K27me3 dynamics" (2021).

How the data were processed

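Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map H3K27me3, trimethylation of lysine 27 on histone H3, a mark laid down by the Polycomb methyltransferase EZH2 and associated with silent genes. The material was cultured granulosa cells, the steroid-producing cells around the oocyte, from ovaries of C57BL/6J mice. Per the labels, 3 samples received no agent (control) and 3 samples received 25 nM dihydrotestosterone (DHT, an androgen that is not converted to estrogen) for 24 h. Groups were assigned from the labelled agent alone.

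The authors mapped reads to the mouse mm9 assembly with Bowtie2 version 2.3.4, kept uniquely mapped reads and called peaks with MACS2 version 2.1.1 in broad mode at a q-value of 0.05 or less. The files hold 1 peak list per group, and how the 3 replicates were combined was not stated. Each list is taken here as a pool of its group. The methods of the study state that PCR duplicates were removed, while the deposited peak names carry the setting of the caller that decides by itself how many duplicates to keep. Whether an input library served as background was not stated. Peaks on chromosome 1 extend past the end of that chromosome in GRCm38, so the lists are not in that assembly. Coordinates below are mm9, counted from 1.

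For each peak the authors' file gives a position, a score that equals 10 times the −log10 q-value rounded down, a fold enrichment over the local background (a ratio), and the −log10 p-value and −log10 q-value, all averaged across the peak by the caller. The fold enrichment of a peak is relative to the background of its own pool. The deposited lists of gene symbols hold genes with a peak in the gene body or in the promoter of each group, and genes that rose or fell in expression after DHT and had a gene body peak or were linked to an enhancer. In the study the promoter spanned 1 kb on either side of the transcription start site. These lists are the authors' and carry no values per gene.

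The unit of replication is lost in pooled lists. No read count, library size or value per sample was used here, so the depth of each sample is unknown and no difference between control and DHT could be set against the spread between replicates. The tests below compare the lists, not the conditions. Intervals on shares are 95% Wilson intervals and cover counting error only.

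Peak lists were compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Overlap required at least 1 bp. Its expectation came from 1000 circular shifts of all DHT peaks, with 1 random offset per chromosome, and the test was one-sided for more overlap; the smallest p-value it can give is 0.001. The same shifts gave a two-sided test of the difference in median fold enrichment between control peaks with and without a DHT peak. The ratio of DHT to control peaks was compared among chromosomes by permuting 1 Mb blocks (100000 resamples, two-sided), with Benjamini-Hochberg adjustment over 20 chromosomes and a threshold of 0.05. Chromosome Y held too few peaks and was left out of that test.

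Gene lists were compared by Fisher's exact test, two-sided, over the 26216 symbols with a curated RefSeq transcript in GRCm38.p6, after older symbols were mapped to current ones. Of the control gene body list 3136 symbols matched, and of the DHT list 1143. In the promoter lists 158 and 54 symbols matched. Because GRCm38 differs from the assembly of the peaks, it gave only names, biotypes and gene lengths for these comparisons. Its gene and promoter coordinates were used in the closing section, to count the genes hit by random intervals. No peak was compared with them. Overlap within 50 classes of gene length was tested exactly, conditional on the class totals. Enrichment of 15 gene families, fixed beforehand, was adjusted over families and lists together. Gene body and promoter overlap was not recomputed, since an mm9 annotation was not used here.

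The genes and peaks named in the text followed a rule set before the data were examined: 6 gene bodies that the study displays, further genes central to it, all genes in the short gene body lists of regulated genes, the 3 peaks with the highest fold enrichment and the 3 widest peaks of each list, and genes in both promoter lists. Some genes under this rule are not reported here. Alternatives fixed at the same time were stricter q-values, a fold enrichment of at least 3, merging of nearby peaks, autosomes alone, other definitions of overlap, other null placements, lists of equal size, other block sizes, and other gene backgrounds. Further limits on p, q and fold enrichment were added after the data had been seen. Fits that leave out a replicate, or that use the replicate number as a block, need values per sample and were not run.

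For the closing section the background of each pool was solved from the fold enrichment and p-value of every peak with a −log10 p-value under 50, taking fold enrichment as the pileup plus 1 over the background plus 1, and p as the Poisson probability of a higher pileup. The lowest background was read at percentile 1. Intervals of the same number and width were placed at random on GRCm38 200 times, chromosome by chromosome, outside runs of unknown bases. The routines were tested on simulated data. Of 2000 simulated peaks in a list with planted overlap, 33.1% overlapped against 3.15% by chance, with a permutation p of 0.00498, and in an unrelated list of 2000 peaks the p was 0.109. The simulated background was recovered at 100.2% and 100.4% of its value over 1500 peaks per list. The block test called 1 of 10 simulated chromosomes, the changed one. For 20000 simulated genes in unrelated lists that both favoured long genes, the odds ratio was 6.51 without and 1.14 with length classes.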

Results

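The data comprised H3K27me3 ChIP-seq of primary mouse granulosa cells from 6 samples, 3 cultured without agent (control) and 3 treated with 25 nM DHT for 24 h. The authors' processed values were 1 pooled peak list per group, gene lists derived from those peaks, and lists of genes that changed in expression. Depth per sample is unknown from these files. As there are no replicate values, no error between replicates accompanies any number below, and each peak score is the authors' own.

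The first comparison asked how DHT altered the total number of H3K27me3 peaks. The control list held 16345 peaks and the DHT list 3975 peaks, or 24.3% of the control number. Control peaks covered 9.51 Mb and DHT peaks 1.90 Mb, which is 20.02% of the control length. The ratio of peak numbers was not stable across thresholds. At a q-value of 0.001 or less, 1442 control and 1015 DHT peaks remained, and the ratio was 70.4%. At a q-value of 1e-05 or less, a limit chosen after the data had been seen, there were 138 control and 143 DHT peaks, a ratio of 103.6%. Thus the excess of control peaks lay among peaks near the calling threshold. Of all control peaks, 10030 had a −log10 q-value under 2, against 1363 DHT peaks.

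**Figure D1:**
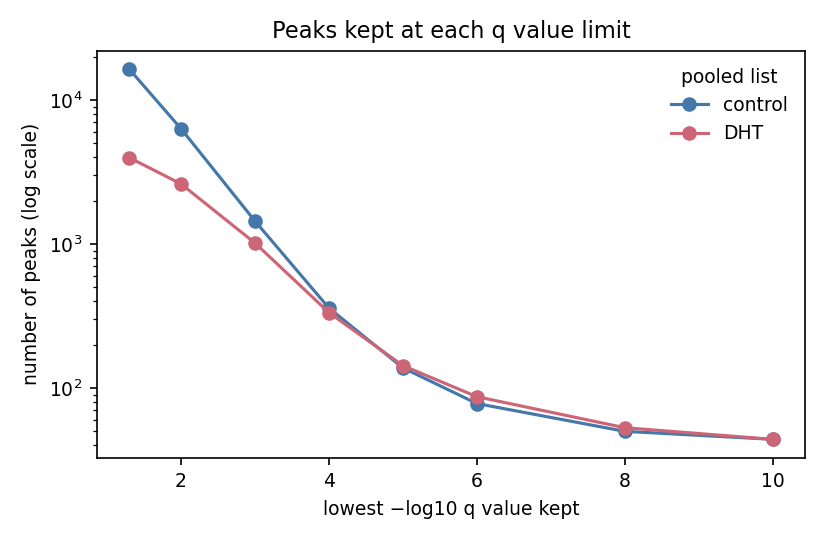
Number of H3K27me3 peaks (log scale) in the pooled control list and the pooled DHT list that had at least the −log10 q-value on the horizontal axis. The lists differ by 16345 against 3975 peaks at the deposited threshold and hold 44 peaks each at a −log10 q-value of 10 or more.

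Peaks were short in both lists. The median width was 431 bp in control (quartiles 272 and 824 bp) and 319 bp after DHT (quartiles 275 and 538 bp). The most frequent width was also the shortest: 261 bp in 3599 control peaks (22.0%) and 275 bp in 1505 DHT peaks (37.9%). Peaks over 1 kb made up 15.8% of the control list and 9.46% of the DHT list, and 2 peaks in each list exceeded 5 kb. Within its own list, the median fold enrichment was 3.46 in control (quartiles 3.24 and 3.80) and 4.21 after DHT (quartiles 3.84 and 4.69). The largest p-value of any peak was 0.00027 in the control list and 9.43e-05 in the DHT list, so the same q-value limit corresponded to a stricter p-value after DHT.

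Next, the positions of peaks were compared. Of the DHT peaks, 673 (16.9%, 95% interval 15.8 to 18.1%) overlapped a control peak, where circular shifts gave a mean of 0.677%. Of the control peaks, 674 (4.12%, 95% interval 3.83 to 4.44%) overlapped a DHT peak, against 0.165% after shifting. Both shares exceeded all 1000 shifts (one-sided permutation p of 0.001, the smallest possible). Cutting the control list to the 3975 peaks with the lowest q-values moved the share of DHT peaks with overlap to 8.45%. Requiring a reciprocal overlap of 50% gave 9.94%.

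Overlap rose with the strength of the peak. Among control peaks with a −log10 q-value under 2, 2.38% overlapped a DHT peak; between 3 and 5 the share was 9.74%, and at 10 or more all 44 peaks did. For DHT peaks the corresponding shares were 11.7%, 19.6% and 97.7%. Control peaks with a DHT counterpart had a median fold enrichment of 3.78, compared with 3.45 for the other 15671 control peaks. This difference of 0.327 exceeded that from shifted lists (two-sided permutation p of 0.001, the smallest possible). The median widths of these sets were 452 and 429 bp. This difference of 23 bp was below the mean of 190.5 bp under the shifts, though within their spread (two-sided permutation p of 0.247).

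**Figure D2:**
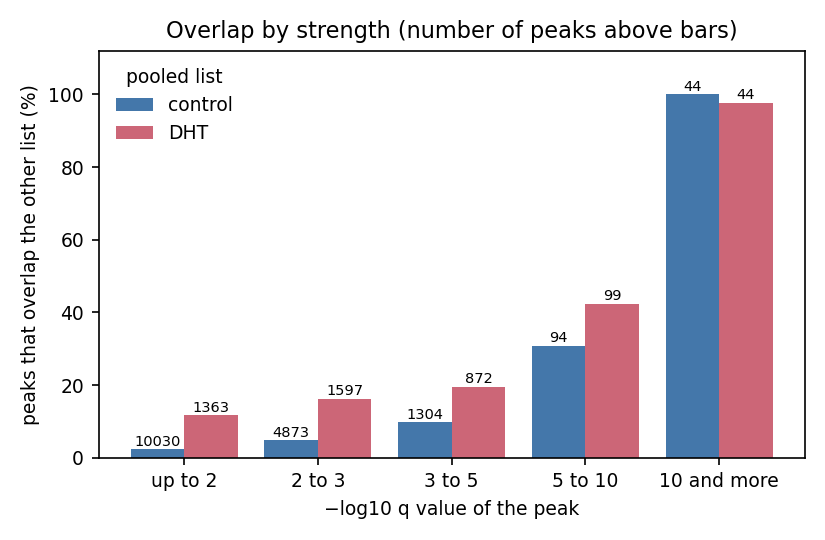
Share of peaks (percent) that overlap a peak of the other list by at least 1 bp, for classes of the −log10 q-value, in the pooled control and DHT lists. The number of peaks in each class stands above its bar, and the share rises from 2.38% and 11.7% in the weakest class to 100% and 97.7% in the strongest.

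The strongest peaks of the lists were at the same places. In mm9, the control peaks with the highest fold enrichment were on chromosome 4 from 70038946 to 70039496 (14.9-fold), on chromosome 12 from 3109689 to 3110322 (14.6-fold) and on chromosome X from 139917345 to 139917851 (13.3-fold). Each overlapped a DHT peak, with fold enrichments in that list of 14.2, 14.2 and 14.3. The highest DHT peak lay on chromosome 13 from 77577961 to 77578538 (14.4-fold) and overlapped a control peak of 12.9-fold. The next DHT peaks in rank were the counterparts on X and on chromosome 12. The widest control peaks were on chromosome 9 from 2999871 to 3006889 (7019 bp), on chromosome 2 from 98502327 to 98507555 (5229 bp) and on chromosome 11 from 3052802 to 3057240 (4439 bp). The widest DHT peaks were on chromosome 9 from 2999858 to 3007447 (7590 bp), on chromosome 2 from 98502320 to 98507567 (5248 bp) and on chromosome 9 from 3015087 to 3019429 (4343 bp). Gene annotation in mm9 was not used for these peaks.

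The ratio of DHT to control peaks was then examined by chromosome. It ranged from 16.3% on chromosome X, with 1141 control and 186 DHT peaks, to 30.8% on chromosome 19. In the permutation of 1 Mb blocks, 2 of 20 chromosomes differed from the rest after adjustment. Chromosome X was lower (adjusted permutation p of 6e-04) and chromosome 5, at 30.2%, was higher (adjusted permutation p of 0.0433). Without adjustment 7 chromosomes had a p-value under 0.05. With 5 Mb blocks, chromosome X alone remained, with an adjusted permutation p of 0.0108. At a q-value of 0.01 or less 2 chromosomes differed and by covered length 3, and the adjusted permutation p for X was 0.0042 and 0.0183. The ratio also rose with the GC content of the chromosome in GRCm38 (Pearson r = 0.748, permutation p of 1.7e-04; Spearman rho = 0.657, permutation p of 0.00209; 20 chromosomes). Without X and 11, the chromosomes with the most extreme GC content, r was 0.559, and X had the lowest GC content.

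To ask which genes carried the mark, the authors' gene body lists were compared. There were 3144 genes in the control list and 1146 in the DHT list. In control alone 2462 genes were listed, 682 were in both lists and 464 were in the DHT list alone. Thus 21.7% of control genes (95% interval 20.3 to 23.2%) were also DHT genes, and 59.5% of DHT genes (95% interval 56.6 to 62.3%) were also control genes. Among symbols matched to GRCm38.p6, 680 were shared where 136.4 would be by chance (odds ratio 13.6, two-sided Fisher's exact test, with a p-value too small for double precision). Of the alternatives run, classes of gene length moved this result most. The median length was 98042 bp for control genes, 129387 bp for DHT genes and 227186 bp for shared genes, compared with 17732 bp for all protein-coding genes. Within classes of gene length, 560.3 shared genes were expected and the odds ratio was 2.11 (exact p of 5.26e-23).

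In promoters, the control list held 160 genes and the DHT list 55 genes. The 11 genes in both were 4931408C20Rik, Cd22, Cldn34c4, Dgkb, Hint3, Mir101c, Oasl1, Olah, Rn45s, Sfi1 and Sp7. Among matched symbols 10 were shared where 0.325 was expected (odds ratio 39.9, two-sided Fisher's exact p of 9.04e-13). Of the control promoter genes, 83 were also in the control gene body list, and 30 of the DHT promoter genes were in the DHT gene body list.

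The study displays 6 gene bodies with roles in ovarian function. Fshr was in both gene body lists. Cyp19a1, Lhcgr, Runx1, Egfr and Smad3 were in the control list and not in the DHT list. Among further genes central to the study, Ezh2 and Angpt1 were in the control list alone and Hif1a was in both. Kdm6b (which encodes JMJD3), Bmp4 and Mmp2 were in neither list. Of these 12 genes 0 were in a promoter list. These are calls of present or absent in pooled lists, so the size of a change at any gene is not given here.

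A further question was whether genes that rose after DHT had lost the mark and genes that fell had gained it. The authors' deposited table of upregulated genes with a gene body peak held 22 genes. Of these, 16 were in the control list alone: Angpt1, Atxn7l1os2, Cp, Epha3, Itga1, Lhcgr, Nalcn, Nox4, Pgm5, Plekhd1, Rnf152, Slc16a12, Stmn2, Tg, Tmem252 and Zpld1. A further 5, Erg, Gsg1l, Palmd, Pde11a and Pik3c2g, were in both lists, and Vwa5b1 was in the DHT list alone. The authors' deposited table of downregulated genes held 15 genes. Of these, 9 were in the control list alone, among them Cap2, Efemp1, Gucy1a1, Meg3, Ntn1, Pcsk2, Plppr5 and Slitrk4. Cntnap2 and Reln were in both lists, and Ntf3, Slc6a4, Syt13 and Tcp11x2 were in the DHT list alone.

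The control list alone therefore held 72.7% of the upregulated genes (95% interval 51.8 to 86.8%) and 60.0% of the downregulated genes (95% interval 35.7 to 80.2%). This difference was within chance (odds ratio 1.78, two-sided Fisher's exact p of 0.488). When genes in the control list, with or without the DHT list, were set against genes in the DHT list alone, the odds ratio of upregulated against downregulated genes was 7.64 (two-sided Fisher's exact p of 0.136). Over all 3608 genes with a gene body peak in either list, 68.2% were in the control list alone, and neither the upregulated genes (exact p of 0.819) nor the downregulated genes (exact p of 0.579) differed from the other listed genes.

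**Figure D3:**
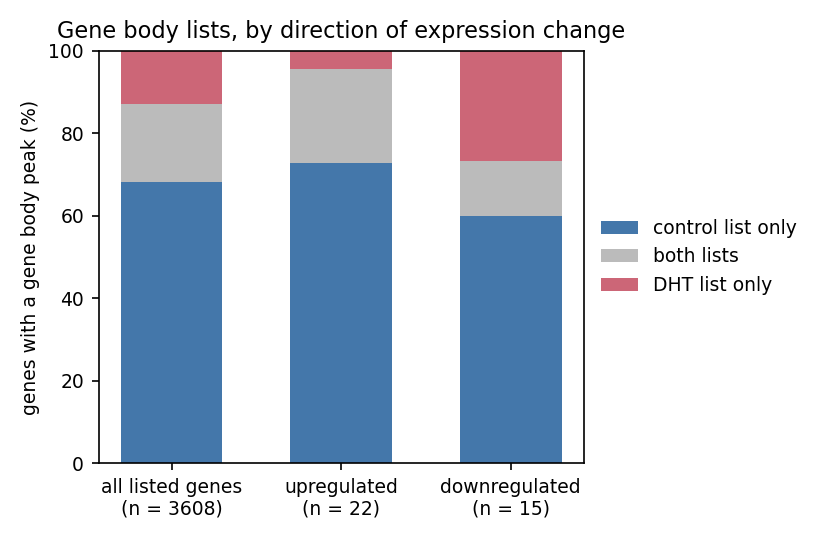
Share of genes (percent) with a gene body peak in the control list only, in both lists or in the DHT list only, for all 3608 listed genes and for the 22 upregulated and 15 downregulated genes. The control list only accounts for 68.2%, 72.7% and 60.0% of the bars.

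For enhancers, the authors' deposited table held 66 upregulated and 33 downregulated genes, with 0 genes in common. The study chose them by chromatin contacts and a negative correlation between enhancer H3K27me3 and expression. The presence of a gene body peak, compared here, does not test that link. Of the upregulated genes 10 (15.2%, 95% interval 8.44 to 25.7%) had a gene body peak in the control list, and of the downregulated genes 4 (12.1%, 95% interval 4.82 to 27.3%). These shares did not differ (odds ratio 1.29, two-sided Fisher's exact p of 0.769). Counting genes with a peak in either list gave an odds ratio of 0.804, on the opposite side of 1 (exact p of 0.775). Lhcgr and Bmp4 were among the upregulated genes linked to an enhancer. The upregulated part also held an entry, 10-Mar, with the form of a date and not of a gene symbol.

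Finally, gene families were looked up in the gene body lists, with developmental regulators known as Polycomb targets, ribosomal protein genes and clustered receptor genes. Of 30 tests over 15 families and both lists, 8 passed an adjusted p of 0.05, 7 of them with fewer genes than expected. The 39 Hox genes had 0 members in either list, where 4.66 were expected in the control list (adjusted Fisher's exact p of 0.0441). Of 78 ribosomal protein genes 0 were listed, with 9.32 expected in control (adjusted p of 4.47e-04). Olfactory receptor genes numbered 9 of 1126 in the control list, with 134.5 expected (adjusted p of 2.9e-48). Within classes of gene length, 1 of the 30 tests passed: Pax genes, of which the DHT list held 4 of 9 (Pax2, Pax3, Pax5 and Pax7, named after their values were seen) with 0.58 expected (adjusted exact p of 0.0284). The control list held 3 Pax genes with 2.05 expected (adjusted exact p of 1).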

Values the study reported

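The study reported 16,345 H3K27me3 peaks in control granulosa cells and 3975 after DHT, which it gave as a 75% reduction. In gene bodies it listed 3144 genes for control and 1146 for DHT, of which 2462 were found in control alone. Promoter peaks were stated for 160 control genes and 55 DHT genes. Among differentially expressed genes with a gene body peak the study counted 22 that were upregulated and 6 that were downregulated. It linked enhancers to 66 upregulated and 33 downregulated genes whose expression was negatively correlated with H3K27me3 at the enhancer across samples.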

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

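No paired analysis was possible because there is 1 peak list per group for the 3 replicates, with no value per replicate. For the same reason the planned fits without each replicate and with the replicate number as a block were not run. Of 76 alternatives over 17 results, 8 changed no entry of a list and test nothing: merging within 1 kb, which joined 0 peaks, and counting repeated gene entries. Of the other 68, 49 kept their direction and their side of the threshold or stayed within the set range. Among these 49 are settings that altered few peaks, such as a fold enrichment of at least 3.

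The ratio of DHT to control peaks depended on the limit applied to the lists. It was 24.3% as deposited, 41.4% at a q-value of 0.01 or less and 70.4% at 0.001 or less. Limits added after the data had been seen gave 103.6% at a q-value of 1e-05 or less, 49.4%, 69.6% and 101.2% at a p-value of 1e-05, 1e-06 and 1e-08 or less in both lists, and 96.6% and 276.2% at a fold enrichment of at least 4 and 5. Fold enrichment is relative to the background of each pool, solved as 1.82 in control and 1.13 after DHT. The same pileup thus gives a higher fold enrichment after DHT, so a fold limit is not alike in both lists. The ratio of covered length also moved, from 20.02% to 38.7% and 69.8% at the 2 stricter planned q-values. A fold enrichment of at least 3, merging within 5 kb and autosomes alone left the number between 24.5% and 24.9%. They left the length between 19.2% and 20.5%. The fold limit kept 16010 control and 3952 DHT peaks, and merging left 16079 and 3946, so both could move the ratio only a little.

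At a q-value of 0.01 or less the median width was 298 bp in control and 288 bp after DHT, and the median fold enrichment 3.91 and 4.52. The overlap of the lists exceeded all shifts under every alternative run. Its size did not stay fixed: from 8.45% to 39.9% of DHT peaks and from 2.42% to 41.3% of control peaks overlapped. Shared control peaks had higher fold enrichment and lower q-values. Their median width exceeded that of the others by 23 bp, less than the mean of 190.5 bp under shifts but within chance (p of 0.247). With 5 Mb blocks 1 chromosome differed, X, compared with 2 chromosomes at a q-value of 0.01 or less and 3 by covered length.

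The comparison of gene lists kept its direction without predicted genes, without clustered receptor genes and within length classes. Of the 30 family tests, those past the threshold fell from 8 to 1 within length classes. The odds ratio for enhancer genes changed side, from 1.29 to 0.804 and 0.82 when peaks in either list or in the control list alone were counted, with p-values of 0.769, 0.775 and 1, and the cause was not tested. The depth of each sample is unknown, which limits the comparison of peak numbers.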

Other observations

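The tests of depth, of chromosome composition, of the strongest peaks and of the regulated genes were chosen after the results had been seen, and the relation of peak density to composition was judged separately for each list once its values were known.

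Fewer peaks after DHT may in part reflect depth. The background solved from fold enrichment and p-value was 1.82 fragments per position in the control pool and 1.13 in the DHT pool. Divided by the most frequent peak width, taken as the fragment length, the DHT background was 59.1% of the control background. The lowest pileups that were called came out close to the whole numbers 8 and 7, as this form of the calculation requires. Other forms gave 78.2%, with lowest pileups of 12.37 and 12.03, and 65.1%, with 11.41 and 10.60, so neither came close to whole numbers in both pools. If an input library was used, the background reflects the depth to which the caller scaled the samples. Lower depth would leave fewer peaks at strict limits as well, but the DHT list held 103.6% of the control number at a q-value of 1e-05 or less. This is unexplained, so the part that depth plays in the fall stays open.

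Whether depth could account for the size of the fall was tested from the difference between −log10 p and −log10 q, which gives the share of positions at or above each pileup. Negative binomial curves were fitted to the control tail and thinned to the DHT background. With the mean of the curve set at 70% of the background, the DHT share at a pileup of 7, the lowest called, was 83.0% of the prediction. With the mean left free it was 105.2%, and with the mean at the background itself 63.1%. The last value lies outside the 1.5-fold range set for the test, so the fits do not decide together, although the free fit followed the control tail most closely. At a pileup of 8 the DHT share was 109.6% to 134.8% of the prediction across these fits, and at 9 and 10 it was 174.4% to 365.8%, so the upper DHT tail was heavier than the curves. Lower depth and a loss of H3K27me3 caused by DHT, the biological explanation given by the design, cannot be told apart as causes of the size of the fall, because the result depends on the curve and there is 1 pool per group.

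Most control genes were missing from the DHT gene body list, 78.3% of them. Intervals of the same number and width placed at random and independently for each list left 83.0% of control genes without a DHT interval (range 81.4 to 84.2% over 200 placements). Placement decides little here, because the DHT list was 36.5% as long as the control list and could cover no more than that share of it. As a share of control genes, the lists overlapped more than independent placement gives, since 78.3% lay below every draw. The count of 682 shared genes was below the random mean of 748.1 (range 696 to 818). The random lists were longer than the authors' lists, so these counts cannot be compared directly. With list sizes kept within classes of gene length, 560.3 shared genes were expected and 680 were seen. Because placement decides little, a smaller number of peaks and a biological loss at particular genes cannot be told apart. Random placement hit 4399 genes with control intervals and 1469.7 with DHT intervals, more than were listed, although the annotation differs from that of the authors.

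Promoters were listed less often than random placement would give. Control intervals reached on average 413.8 promoters (range 360 to 468) against 160 listed, and DHT intervals 101.1 (range 64 to 138) against 55. Random placement alone is thus argued against, while sequence composition, differences in annotation and true absence of the mark from active promoters stay open and untested. The 11 genes in both promoter lists exceeded the 0 to 8 of the random draws.

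For a mark of Polycomb the absence of Hox genes is unexpected, as these are among its classical targets. Hox genes are short (median 3737 bp), and classes of like length gave 0.885 expected in the control list. With so few expected, 0 is within chance, and this comparison could not have shown a depletion. Over 9 families of Polycomb targets combined, 12 of 171 genes were in the control list with 15.1 expected by length (exact p of 0.397), and 9 in the DHT list with 5.72 expected (exact p of 0.131). These values are consistent with gene body peaks placed without regard to most Polycomb target families, though a modest enrichment is not excluded. The families had been fixed beforehand as a positive control for the mark, and no enrichment was detected over the 9 combined. The Pax genes in the DHT list are the exception among the families. No sample of known H3K27me3 content was analysed here, so weak enrichment in the ChIP and the biology of granulosa cells remain open.

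Density of control peaks fell with the GC content of chromosomes in GRCm38 (Pearson r = -0.745, permutation p of 2e-04, adjusted 3e-04; Spearman rho = -0.893, permutation p of 1e-05, the smallest possible, adjusted 3e-05; n = 20 chromosomes, 3 relations tested). Without the 2 chromosomes of most extreme GC content, X and 11, r was -0.808. For DHT peak density r was 0.152 (permutation p of 0.522; Spearman rho = 0.0301, permutation p of 0.903), and without X and 11 it was -0.221. No relation could be detected over 20 chromosomes, and a moderate one is not excluded. The ratio of DHT to control peaks rose with GC content (r = 0.748, permutation p of 1.7e-04, adjusted 3e-04; rho = 0.657, permutation p of 0.00209, adjusted 0.00313; r = 0.559 without X and 11). A difference in GC bias between the pools is a candidate explanation, alongside a DHT effect that follows AT-rich chromatin.

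The low ratio on chromosome X might follow from the same trend. A line through the 19 autosomes gave 18.7% at the GC content of X, with a 95% prediction interval from 11.6 to 25.8%, and the 16.3% seen on X lay inside it. The GC content of X (39.3%) is below that of every autosome, so the line was extrapolated. An effect on the inactive X, which carries H3K27me3 in female cells, was not tested.

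The strongest peaks were shared. At a q-value of 1e-10 or less, 100% of the 44 control peaks overlapped a DHT peak, and their median width was 676 bp, above the 431 bp of the whole control list. Repeat or copy number artefacts present in both pools could give such shared peaks in any library, and Rn45s, the ribosomal RNA repeat, was in both promoter lists and both gene body lists. Lasting H3K27me3 at these places would give the same overlap. These cannot be told apart because no input library or mm9 repeat annotation was used here. Chromosome Y, which ovarian cells lack, held 1 control peak and 2 DHT peaks; the control peak, from 2765575 to 2766042 in mm9, overlapped one of them.

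Among regulated genes the authors' deposited table of downregulated genes with a gene body peak held 15 genes. That is higher than the value quoted from the study above. The discussion of the study describes its count as genes with a higher H3K27me3 mark, so the counts may measure different things. Of the 15 genes, 6 were in the DHT list and 9 in the control list alone. The share of genes in the control list alone did not differ detectably from other listed genes in either direction of expression change (the lower exact p was 0.579). For genes in the DHT list alone the odds ratio against other listed genes was 2.48 for downregulated genes (exact p of 0.116) and 0.321 for upregulated genes (exact p of 0.348). These lay on opposite sides of 1 and neither passed the threshold. With 22 and 15 genes only a large difference would be seen, so whether peak loss follows the direction of expression change stays open.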
